A study of Homo sapiens with 4 samples. Its data were reported in "Inhibition of FGF receptor blocks adaptive resistance to RET inhibition in CCDC6-RET–rearranged thyroid cancer" (2022).

How the data were processed

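RNA sequencing counts were analysed for 4 libraries of TPC1 cells, 2 treated with BLU6864 for 6 h and 2 with DMSO. Groups and replicate numbers were taken from the labels. Per the labels, cells were grown in DMEM with serum, total RNA was column-purified, TruSeq libraries were made, and 50 bp single-end reads were obtained on a HiSeq. The submitters' processing notes name STAR 2.3, the hg19 genome and DESeq2, without a DESeq2 version. The methods of the study, written for a larger set of experiments, instead describe paired-end reads and a later STAR release. The labels give a BLU6864 dose of 100 micromolar, and the study's text gives a nanomolar one, so the dose of these libraries is uncertain. The BLU6864 titles are marked as a re-analysis. The DMSO columns of the deposited table carry 24 h in their names, while the labels give the DMSO samples no time. The study's methods name a stranded TruSeq kit. The counting tool, the annotation release and the strand setting of the counting are not given in the sources used here. Overlapping and antisense genes, and near-identical copies, can therefore share reads.

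The authors deposited 1 table with raw counts per gene and library, and the counts were whole numbers with different totals per library. The same deposited table held normalized counts, a signal obtained by the authors by dividing each count by 1 DESeq2 size factor per library, with their mean. It also held the authors' log2 fold changes with standard errors, their Wald score, and their p-values with and without adjustment. The deposited log2 fold changes appeared shrunk toward 0. The table had 20372 rows, 20356 of protein-coding genes and 16 of polymorphic pseudogenes, and 4143 rows had no read in any library. No row lacked a gene identifier, and all rows entered the total counts given per library. The library sizes used in the edgeR test were recomputed from the genes that passed its filter on low counts. In 90 rows the symbol repeated that of an earlier row, and in 29 rows the symbol had turned into a date, 18 of which were tested under their identifier. Where a symbol had several rows, the row with most reads was used. Coordinates are those of the deposited table.

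Counts were tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM factors, quasi-likelihood F test, two-sided, group as the only factor), with Benjamini-Hochberg adjustment over the 12696 genes that passed the filter. A gene was called at an adjusted p under 0.05. The SE of a log2 fold change was derived from the F statistic. Group means and SDs used the authors' normalized counts. Genes were also counted at a log2 fold change beyond 0.5 with a p under 0.01, the values in the study's methods, which do not say whether that p was adjusted. The unadjusted p was used here. DESeq2 was the test of the study, and edgeR was the main test here because counts were deposited.

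The design, the gene lists and the rule for named genes were fixed before the data were examined. The rule took the 12 most negative and 12 most positive log2 fold changes among called genes with a mean normalized count of at least 100 and no overlap between the groups, up to 4 members per list with the smallest adjusted p (2 with the highest mean where none passed), and a set of genes of RET, FGF receptor, ERK and JAK signalling. It gave 136 tested genes, of which the report prints a part, and some results are not reported here. Another 30 genes were named after their values were seen, to complete a count or an exception.

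Of 29 lists, 26 had at least 5 tested members and were tested with camera in limma 3.58.1 on log CPM computed from the deposited counts, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the 26 lists. Of these, 12 passed, 7 lower and 5 higher, and 0 passed with an estimated correlation, which for some lists was far above the preset one and which also leaves the test few degrees of freedom with 4 libraries. The FGF, JAK-STAT, SPRY and DUSP, and thyroid differentiation genes were taken in part from the study's text. Lists share members, such as 6 between the ERK output and ERK feedback lists, and 4 between the ERK output and immediate early lists. List members described as measured are those with enough reads to pass the filter on low counts.

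The edgeR and camera steps were tested on counts simulated from the means and library sizes of the BLU6864 and DMSO libraries over 12605 genes, 200 of them changed. The test recovered 70.0% of genes changed 1.5-fold, 96.0% of those changed 2-fold, 96.0% of those changed 3-fold and 100% of those changed 4-fold, and 8 of 189 calls were unchanged genes. Of 200 simulated lists without a change, 0 had a camera p under 0.05. The simulated genes were drawn independently of each other, so this cannot tell how camera behaves where the genes of a list are correlated. Each gene was also given the same spread in both groups, and few genes were changed. In the real libraries 42.2% of genes were called and the DMSO pair varied more, so recovery and false calls there can differ.

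Replicates were compared before averaging. A chi-square per degree of freedom of 32.3 between the DMSO libraries and 10.0 between the BLU6864 libraries showed that neither pair held the same library again. The biological coefficient of variation was 0.101 in the DMSO group and 0.0523 in the BLU6864 group. Correlations of log CPM across genes, which are not independent replicates, were 0.993 and 0.996 within groups and 0.963 to 0.968 between them. The first principal component held 86.4% of the variance. Total counts of 23750509 to 28305571 limit the precision of low genes.

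The alternatives were RLE size factors, library size only, no filter on low counts, a mean log2 CPM over 2, DESeq2 1.42.0, limma-voom, each of the 4 libraries left out, the replicate number as a block, an adjusted p under 0.01, and the authors' deposited p-values. For lists they were an estimated correlation, fry, RLE, no filter, the block and each library left out. With a BLU6864 library left out, the spread within groups came from the DMSO pair alone, which varied more than the BLU6864 pair. A call lost in such a fit therefore does not by itself show a changed log2 fold change. Camera compares a list with the other genes and fry tests it against no change, so a fry p answers another question and does not repeat the camera call. Offsets that removed each library's trend with transcript GC content and length (loess, span 0.3) were added after the data were seen. GC content and length came from GENCODE release 44 transcripts by gene identifier and covered 97.6% of the tested genes. The alternatives for a table without counts did not apply, and the other experiments of the study were not analysed here.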

Results

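Messenger RNA was measured by RNA sequencing in TPC1 cells, an established human papillary thyroid cancer line that carries a CCDC6-RET fusion. The cells were treated for 6 h with BLU6864, an inhibitor of the RET receptor tyrosine kinase, or with the solvent DMSO. The labels give no time for DMSO, and its deposited columns carry 24 h in their names. The BLU6864 dose is uncertain, with 100 micromolar in the labels and 100 nM in the study. Each group held 2 libraries (n = 2). The deposited counts over protein-coding genes totalled 23917056 and 26829072 in BLU6864 replicates 1 and 2 and 28305571 and 23750509 in DMSO replicates 1 and 2. The comparison asks which transcripts differ between the groups, where the inhibitor and the time in culture cannot be separated. Levels are normalized read counts as mean ± SD over the 2 libraries of a group, and changes are log2 fold changes ± SE of BLU6864 over DMSO.

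With BLU6864, 21 of 22 measured transcripts that ERK signalling drives fell, and of 23 genes that FOXO transcription factors activate 15 rose and 3 fell (21, and 15 and 4, adjusted over each list alone). Both lists passed with a preset correlation between genes (camera adjusted p = 4.4e-22 and 3.2e-06) and neither passed with an estimated one (adjusted p = 0.246 and 0.356 with an estimated correlation). SPRY2, a feedback inhibitor of receptor tyrosine kinase signalling, fell 9.78-fold, from 4197 ± 237 to 427 ± 11.5 (log2 fold change -3.29 ± 0.12, adjusted p = 9.9e-18, n = 2 per group). CCND1, which encodes cyclin D1, fell 9.88-fold, from 12160 ± 1715 to 1227 ± 48.9 (-3.30 ± 0.13, adjusted p = 7.9e-17). PIK3IP1, an inhibitor of PI3 kinase, rose 5.35-fold, from 393 ± 22.0 to 2093 ± 193 (2.42 ± 0.12, adjusted p = 3.6e-15). RET itself did not pass the test, at 1422 ± 50.3 with BLU6864 and 1382 ± 102 with DMSO (0.04 ± 0.11, adjusted p = 0.762).

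Among the 12 genes chosen for the most negative fold changes, IL1B, a proinflammatory cytokine (ENSG00000125538, hg19 chromosome 2, 113587328 to 113594480), fell 29.3-fold, from 17830 ± 2419 to 607 ± 51.6 (-4.87 ± 0.15, adjusted p = 1.0e-18). The WNT receptor FZD8 (-4.38 ± 0.15), the EGF receptor ligand HBEGF (-4.12 ± 0.13), the inflammasome sensor NLRP3 (-4.01 ± 0.15) and the transcriptional repressor SNAI2 (-3.93 ± 0.12) followed. The other members were THBD at -3.85, SIK1 at -3.79, STC1 at -3.77, TNS1 at -3.61, HES1 at -3.39, ARHGAP22 at -3.35 and FOSL1 at -3.32. Among the 12 chosen for the most positive, VNN3, a member of the vanin family (ENSG00000093134, hg19 chromosome 6, 133043926 to 133055904), rose 34.3-fold, from 23.5 ± 8.59 to 789 ± 66.9 (5.10 ± 0.19, adjusted p = 2.8e-17). ERN2 rose by 4.66 ± 0.21, the secreted protein ANGPTL2 by 4.30 ± 0.24 and the receptor GPRC5B by 3.65 ± 0.13. The apoptosis-inducing ligand TNFSF10 (3.24 ± 0.15) and the ephrin EFNA1 (3.17 ± 0.13) were also among them, with DNAJC12 at 3.45, IMPA2 at 3.36, METTL7A at 3.31, SAA2 at 3.28, CCL26 at 2.95 and CHI3L2 with an 8.01-fold rise. SAA2 has a near-identical neighbour, so its share of the reads is uncertain.

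**Figure D1:**
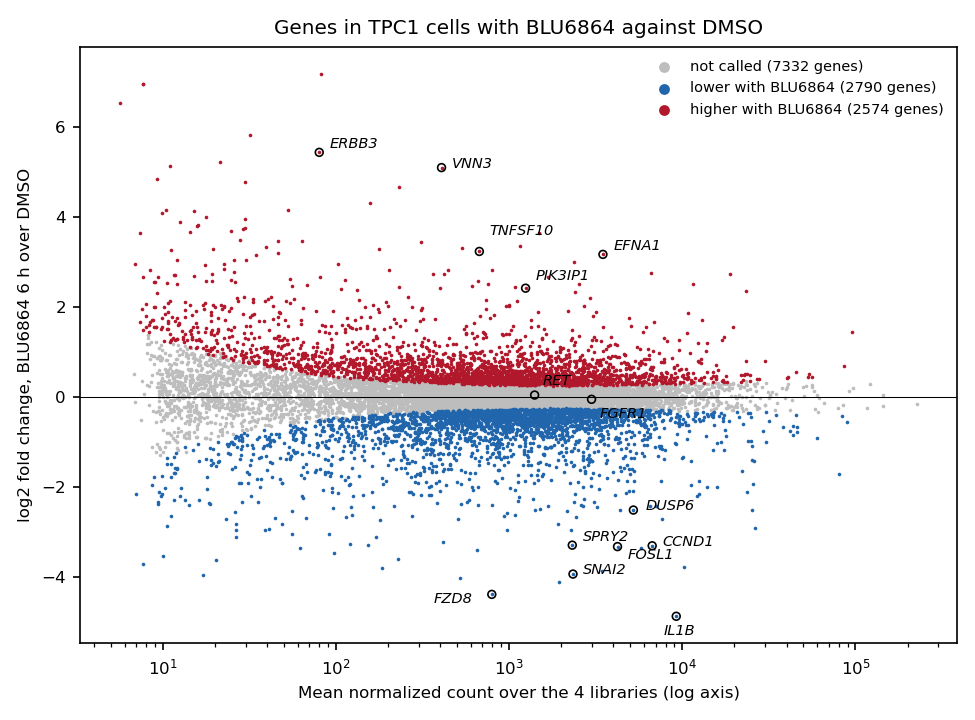
Log2 fold change of BLU6864 over DMSO (vertical axis) against the mean normalized count over the 4 libraries (horizontal axis, log scale) for the 12696 genes tested, with blue points for the 2790 genes lower and red points for the 2574 genes higher at an adjusted p under 0.05. RET and FGFR1 lie among the grey genes that did not pass, while IL1B, at -4.87, is the lowest of the labelled genes.

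Of 22 measured genes of the ERK transcriptional output, 21 fell and 0 rose, with the same counts adjusted over the list alone (median log2 fold change -1.65, camera adjusted p = 4.4e-22). That call was lost with an estimated correlation (adjusted p = 0.246 with an estimated correlation, 6.2e-51 with camera to 0.0076 with fry under the other alternatives). The AP-1 subunit FOSL1 (-3.32 ± 0.12), SPRY4 (-2.63 ± 0.12) and the ETS factor ETV4 (-2.07 ± 0.14) were among them. The remaining member, the chemokine gene IL8, named after its values were seen, stood at 0.05 ± 0.18, and passed as higher without DMSO replicate 2 (0.52, adjusted p = 0.00071, against 0.842 with all libraries and up to 0.937 under the other alternatives). Of 18 measured negative feedback regulators of ERK, 6 of them shared with the output list, 11 fell and 2 rose, or 11 and 3 adjusted over the list alone (median -0.92, adjusted p = 3.2e-06, adjusted p = 0.246 with an estimated correlation, 2.3e-12 with camera to 0.0076 with fry otherwise). The ERK phosphatases DUSP4 (-3.10 ± 0.19, from 303 ± 28.8 to 35.3 ± 3.57) and DUSP6 (-2.51 ± 0.12, from 8871 ± 376 to 1553 ± 68.6) fell, as did SPRY1 (-1.61 ± 0.22). The study's text names SPRY and DUSP genes, so their direction here is not independent evidence. The members that rose, named after their values were seen, were DUSP8 (1.32 ± 0.27) and DUSP1 (0.27 ± 0.10, adjusted p = 0.037). DUSP1 lost its call with DESeq2 (adjusted p = 0.0698), the lowest over 13 alternatives being 0.00983. Its call was also lost without BLU6864 replicate 1 and without BLU6864 replicate 2, where the log2 fold change was 0.25 and 0.29. Of 28 immediate early genes, 15 fell and 7 rose, or 16 and 7 adjusted over the list alone (median -0.39, adjusted p = 0.00206, adjusted p = 0.762 with an estimated correlation, 1.4e-06 with camera to 0.0265 with fry otherwise). EGR1 (-2.38 ± 0.13), FOSB (-2.29 ± 0.13) and JUN (-2.13 ± 0.13) fell. The members that rose, named after their values were seen, were the transcription factor genes JUND (1.16 ± 0.11), KLF4 (1.13 ± 0.13), ATF3 (1.10 ± 0.17), NR4A3 (1.07 ± 0.32), NR4A2 (0.91 ± 0.21) and FOSL2 (0.41 ± 0.11), with IER5 (0.30 ± 0.11). Without BLU6864 replicate 2 the adjusted p was 0.282 for NR4A3, 0.0967 for NR4A2, 0.121 for FOSL2 and 0.259 for IER5, and without BLU6864 replicate 1 it was 0.0887 for FOSL2 and 0.2 for IER5. NR4A3 also lost its call without DMSO replicate 1 (adjusted p = 0.0878) and with DESeq2 (adjusted p = 0.107). The lowest adjusted p over the alternatives was 0.00283 for NR4A3, 7.6e-05 for NR4A2, 5.0e-06 for FOSL2 and 1.2e-04 for IER5.

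**Figure D2:**
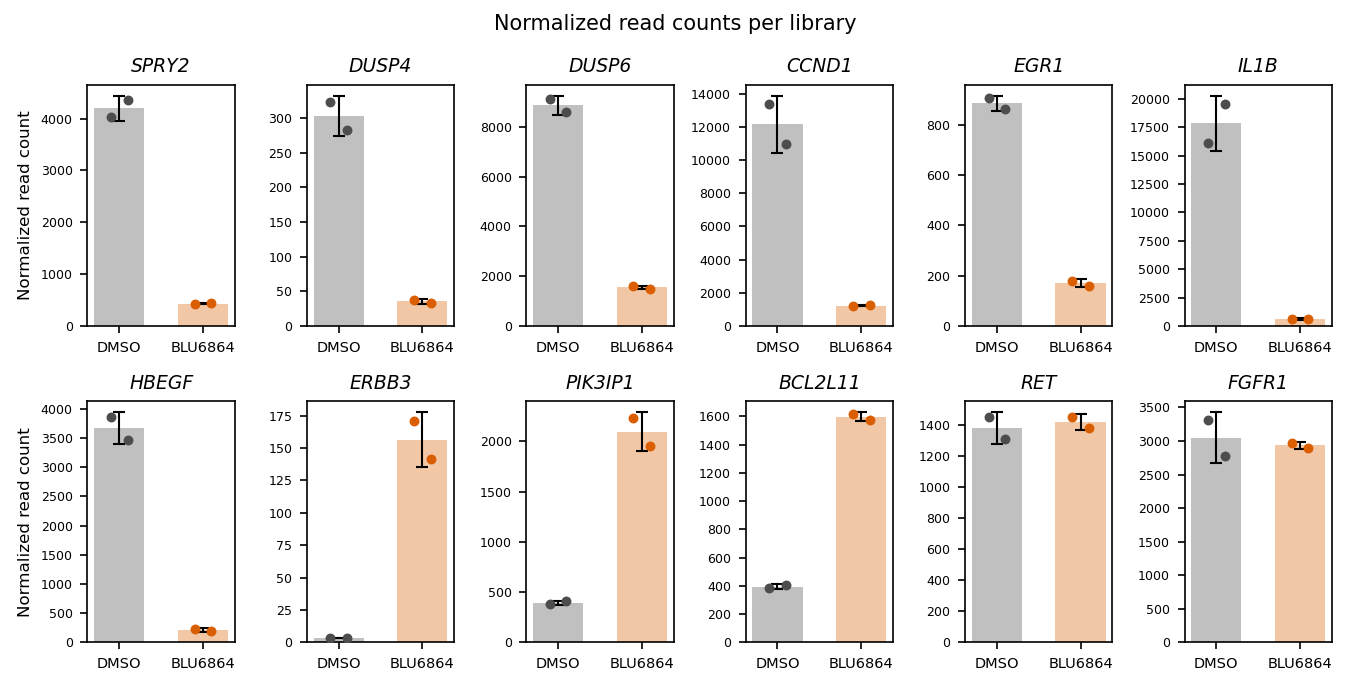
Normalized read counts (vertical axes, each starting at 0) of 12 genes in DMSO and BLU6864 libraries, with a point per library, bars for the mean and error bars for the SD of 2 libraries. Both BLU6864 points lie below both DMSO points from SPRY2 to HBEGF and above them from ERBB3 to BCL2L11, while they overlap for RET and FGFR1.

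Receptor tyrosine kinases moved in both directions, with 7 higher and 10 lower of 29 measured, the same adjusted over the list alone, and the list as a whole did not pass (adjusted p = 0.615). ERBB3, a heregulin receptor, rose from 3.47 ± 0.27 to 156 ± 21.1 (5.44 ± 0.33, adjusted p = 4.2e-13). The 2 DMSO libraries held 7 reads of ERBB3 and the BLU6864 libraries 314, a ratio of 44.7 with an exact 95% binomial interval from 21.5 to 112 that covers counting error only. KDR rose by 1.98 ± 0.16, and ROR1 (-1.59 ± 0.13) and EPHA2 (-1.20 ± 0.11) fell. FGFR1 messenger RNA stood at 2934 ± 50.4 with BLU6864 and 3045 ± 379 with DMSO (-0.05 ± 0.11, adjusted p = 0.742). The increase in FGFR1 that the study reported was in protein and at a later time, so it was not tested here. FGFR2 had 2 and 5 reads with BLU6864 and 2 and 2 with DMSO and was not tested. FGFR3 was lower (-0.49 ± 0.17, adjusted p = 0.0255), but lost the call without BLU6864 replicate 1 (adjusted p = 0.203), without BLU6864 replicate 2 (adjusted p = 0.167), with DESeq2 (adjusted p = 0.154) and in the authors' deposited table (adjusted p = 0.0593), the range over 13 alternatives being 0.0173 to 0.203. EGFR was higher (0.38 ± 0.11, adjusted p = 0.00775), a call lost without BLU6864 replicate 2 (adjusted p = 0.367) and kept in the other 12 of 13 alternatives, with adjusted p from 4.5e-06. MET did not pass (0.25 ± 0.13, adjusted p = 0.131), though it did without DMSO replicate 1 (adjusted p = 0.0414) and in 3 of 13 alternatives in all, with adjusted p from 0.00737 to 0.58.

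Of 25 measured FGF ligands and FGF signalling genes, 11 fell and 2 rose, the same adjusted over the list alone (median -0.21, adjusted p = 0.0408, adjusted p = 0.762 with an estimated correlation). This call was lost without BLU6864 replicate 2 (adjusted p = 0.0742), without DMSO replicate 1 (adjusted p = 0.113) and with the GC and length offsets (adjusted p = 0.163), the lowest alternative being 0.0123. Nor did the list pass with fry (adjusted p = 0.0686), which tests it against no change, while camera compares it with the other genes. The ligand FGF5 fell 6.38-fold, from 4225 ± 35.1 to 660 ± 36.8 (-2.67 ± 0.11), and SHISA2 by 1.24 on the log2 scale. GAB2 (0.73 ± 0.13) and FGF2, the latter named after its values were seen (0.50 ± 0.11), rose, and FGF2 lost its call without BLU6864 replicate 1 (adjusted p = 0.0778, 1.6e-06 at the lowest). The adaptor FRS2 (-0.52 ± 0.11) and the phosphatase PTPN11 (-0.40 ± 0.11) were lower. Without BLU6864 replicate 2 the calls of FRS2 (adjusted p = 0.0778) and PTPN11 (adjusted p = 0.205) were lost, and that of PTPN11 also without BLU6864 replicate 1 (adjusted p = 0.0998). Over all alternatives the adjusted p started at 2.4e-08 for FRS2 and 1.6e-05 for PTPN11. The kinase gene AKT1 was lower (-0.58 ± 0.11) and the kinase gene MAPK3 was higher (0.69 ± 0.10). CCDC6 (0.04 ± 0.22) and TERT (-0.32 ± 0.56) did not pass. CDKN2A did not pass (0.29 ± 0.12, adjusted p = 0.0599) but did in 7 of 13 alternatives, among them without DMSO replicate 2 (adjusted p = 0.0177, with a range from 0.00336 to 0.432).

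Of 23 measured FOXO targets, 15 rose and 3 fell, or 15 and 4 adjusted over the list alone (median 0.79, adjusted p = 3.2e-06, adjusted p = 0.356 with an estimated correlation, 3.1e-10 with camera to 0.0109 with fry otherwise). YPEL3 (1.88 ± 0.11) and BCL2L11, which encodes the proapoptotic protein BIM (2.02 ± 0.11, from 394 ± 16.5 to 1596 ± 30.8), rose. The members that fell, named after their values were seen, were IRS2 (-1.08 ± 0.12), GADD45A (-0.54 ± 0.12) and TRIB2 (-0.31 ± 0.11). TRIB2 lost its call without BLU6864 replicate 1 (adjusted p = 0.182) and without BLU6864 replicate 2 (adjusted p = 0.304), against 5.3e-04 at the lowest. Of 15 measured BCL2 family genes, 4 rose and 6 fell, or 4 and 7 adjusted over the list alone, and the list did not pass (adjusted p = 0.694). Its median (-0.12) and camera's direction were negative, while its mean (0.01) and fry's direction were positive. The proapoptotic genes BCL2L11, BMF (1.56 ± 0.15), BBC3 (2.84-fold) and, named after its values were seen, BID (0.32 ± 0.11) rose, and PMAIP1, also proapoptotic, fell (-1.10 ± 0.11). BID lost its call without BLU6864 replicate 1 (adjusted p = 0.116) and without BLU6864 replicate 2 (adjusted p = 0.312), against 6.8e-04 at the lowest.

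Of 29 measured MYC targets and ribosome biogenesis genes, 23 fell and 2 rose, or 24 and 2 adjusted over the list alone (median -0.56, adjusted p = 1.7e-07, adjusted p = 0.246 with an estimated correlation, 2.9e-09 with camera to 0.0122 with fry otherwise). RRS1 (-1.68 ± 0.17), PUS7 (-1.47 ± 0.14) and ODC1, the first enzyme of polyamine synthesis (-1.40 ± 0.11), fell. Of 23 glycolysis and hypoxia genes, 16 fell and 2 rose, or 17 and 2 adjusted over the list alone (median -0.60, adjusted p = 3.2e-06, adjusted p = 0.246 with an estimated correlation, 2.0e-07 with camera to 0.0076 with fry otherwise). NDRG1 (-2.50 ± 0.14), hexokinase HK2 (-1.74 ± 0.12) and the glucose transporter SLC2A1 (-1.37 ± 0.11) fell. The members that rose, named after their values were seen, were NPM1 (0.33 ± 0.12) in the first list, P4HA1 (0.85 ± 0.12) in the second and LDHA (0.44 ± 0.14) in both. Without BLU6864 replicate 1 the adjusted p was 0.137 for NPM1 and 0.222 for LDHA, without BLU6864 replicate 2 it was 0.422 and 0.0872, and without DMSO replicate 1 it was 0.139 for NPM1. The lowest adjusted p over the alternatives was 5.2e-04 for NPM1 and 5.7e-06 for LDHA.

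Of 26 invasion and matrix remodelling genes, 14 fell and 4 rose, or 15 and 4 adjusted over the list alone (median -0.37, adjusted p = 5.1e-04, adjusted p = 0.679 with an estimated correlation, 1.6e-08 with camera to 0.0265 with fry otherwise). The urokinase gene PLAU (-2.11 ± 0.13) and its receptor PLAUR (-2.08 ± 0.11) fell. The members that rose, named after their values were seen, were the matrix metalloproteinases MMP7 (3.76 ± 0.40) and MMP2 (0.61 ± 0.11), with THBS1 (0.50 ± 0.13) and TWIST1 (0.49 ± 0.17). MMP7 had only 4 and 4 reads in the DMSO libraries, against 54 and 58 with BLU6864, so the size of its rise is uncertain. The authors' deposited log2 fold change for MMP7 was 2.49. Without BLU6864 replicate 1 the calls of THBS1 (adjusted p = 0.0759) and TWIST1 (adjusted p = 0.254) were lost. TWIST1 also lost its call without BLU6864 replicate 2 (adjusted p = 0.084), without DMSO replicate 1 (adjusted p = 0.0972), with DESeq2 (adjusted p = 0.149) and in the authors' deposited table (adjusted p = 0.0655). The lowest adjusted p over the alternatives was 8.7e-07 for THBS1 and 0.00782 for TWIST1.

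Of 30 G2/M genes, 19 rose and 0 fell, or 20 and 0 adjusted over the list alone (median 0.37, adjusted p = 1.0e-05, adjusted p = 0.246 with an estimated correlation, 1.2e-06 with camera to 0.0122 with fry otherwise). The changes were small, such as 0.85 ± 0.11 for the spindle protein NUSAP1 and 0.78 ± 0.11 for cyclin B2 (CCNB2). Of 29 G1/S and S phase genes, 10 fell and 2 rose, the same adjusted over the list alone, and the list did not pass (adjusted p = 0.166), although it did without DMSO replicate 2 (adjusted p = 0.0416, with the other alternatives up to 0.663). CDC6 (-0.83 ± 0.11) and CCNE2 (-0.81 ± 0.13) fell, while the sliding clamp gene PCNA (0.77 ± 0.11) and MCM5, named after its values were seen (0.49 ± 0.11), rose. MCM5 lost its call without BLU6864 replicate 2 (adjusted p = 0.0678, 7.2e-10 at the lowest). Of 11 measured replication-dependent histone genes, 10 rose and 0 fell, the same adjusted over the list alone (median 0.93, adjusted p = 6.3e-06, adjusted p = 0.246 with an estimated correlation, 1.4e-06 with camera to 0.0111 with fry otherwise). HIST1H2AC rose by 2.01 ± 0.12 and HIST2H2BE by 1.79 ± 0.17, and HIST4H4, named after its values were seen, did not pass (0.82 ± 0.53). Histone genes are near copies of each other, so their counts are uncertain where reads fit several.

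Of 34 cytosolic ribosomal protein genes, 16 rose and 0 fell, or 17 and 0 adjusted over the list alone (median 0.31, adjusted p = 5.5e-04, adjusted p = 0.83 with an estimated correlation of 0.869). This call was lost without BLU6864 replicate 2 (adjusted p = 0.069) and without DMSO replicate 1 (adjusted p = 0.244), the lowest alternative being 2.3e-06, and against no change the list did not pass (fry adjusted p = 0.318). Relative to the DMSO mean, these genes averaged 0.21 and 0.41 log2 units in BLU6864 replicates 1 and 2 and -0.16 and 0.16 in DMSO replicates 1 and 2. RPS14 (0.51 ± 0.15) lost its call without BLU6864 replicate 2 (adjusted p = 0.191) and without DMSO replicate 1 (adjusted p = 0.0762), against 2.2e-06 at the lowest. Reads of ribosomal protein genes can also fit their many processed pseudogenes. Of 13 mitochondrially encoded genes, 0 passed in either direction, also adjusted over the list alone, and the list did not pass (camera adjusted p = 0.338). It passed as higher without BLU6864 replicate 1 and without DMSO replicate 2 at the preset correlation of 0.01, with the other alternatives up to 0.958. The estimated correlation between these genes was 0.998 (adjusted p = 0.83 with it), so they moved nearly together and those passes carry little weight. Mitochondrial transcripts took 1.65% and 2.43% of the counts in BLU6864 replicates 1 and 2, and 1.17% and 2.51% in DMSO replicates 1 and 2.

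Of 26 interferon response genes, 14 rose and 2 fell, or 15 and 2 adjusted over the list alone (median 0.51, adjusted p = 2.6e-04, adjusted p = 0.679 with an estimated correlation). Against no change the list did not pass (fry adjusted p = 0.0869), and with camera it passed in the other 8 of 9 alternatives, the lowest being 2.6e-05. The antiviral genes IFIT1 (1.49 ± 0.12), IFIT3 (1.04 ± 0.11) and IFIH1 (0.95 ± 0.13) rose. ISG20 (-0.34 ± 0.12) and OAS3 (-0.30 ± 0.11), named after their values were seen, fell. Without BLU6864 replicate 1 their adjusted p was 0.171 and 0.34, without BLU6864 replicate 2 it was 0.258 and 0.203, and without DMSO replicate 1 it was 0.0799 for OAS3. ISG20 also lost its call with DESeq2 (adjusted p = 0.0734, 0.00255 at the lowest), and OAS3 with DESeq2 (0.0596), with library size only (0.0609) and with the GC and length offsets (0.273, against 3.2e-04 at the lowest). Of 23 NF-kB targets and cytokines, 10 rose and 6 fell, the same adjusted over the list alone, and the list did not pass (adjusted p = 0.487). Its median (0.05) and camera's direction were positive, and its mean (-0.06) and fry's direction were negative. TNFAIP2 rose (1.70 ± 0.12), and the cytokine genes IL11 (-1.67 ± 0.13) and LIF (2.83-fold) fell. Of 21 JAK-STAT targets, 7 rose and 5 fell, the same adjusted over the list alone, and the list did not pass (adjusted p = 0.313). The kinase gene PIM1 (1.95 ± 0.12), the transcription factor gene CEBPD (1.87 ± 0.12) and STAT3 (0.50 ± 0.11) rose. SOCS1, a JAK inhibitor (-2.31 ± 0.12), and IL4R (-1.13 ± 0.11) fell, with ICAM1, OSMR and LIFR, named after their values were seen, at -0.78, -0.51 and -0.40. OSMR and LIFR lost their calls without BLU6864 replicate 2 (adjusted p = 0.112 and 0.183), and LIFR without BLU6864 replicate 1 (adjusted p = 0.0899), with lowest values of 3.8e-06 and 0.00163. JAK1 (-0.04 ± 0.11) and JAK2 (-0.23 ± 0.12) did not pass, but JAK2 did without DMSO replicate 2 (adjusted p = 0.0122, with the other alternatives up to 0.438).

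Of 16 thyroid differentiation genes, 9 had enough reads to be tested. Of these, 1 rose and 4 fell, the same adjusted over the list alone, and the list did not pass (adjusted p = 0.221). Its median (-0.36) and camera's direction were negative, and its mean (0.01) and fry's direction were positive. The deiodinase DIO1 had 54 reads with BLU6864 and 4 with DMSO, a ratio of 13.5 with an exact 95% binomial interval from 4.96 to 51.2 that covers counting error only. The thyroglobulin gene TG (-0.85 ± 0.14), GLIS3 (-1.22 ± 0.11), FOXE1 (-0.48 ± 0.14) and PAX8, the last named after its values were seen (-0.36 ± 0.13), fell. Without BLU6864 replicate 2 the calls of FOXE1 (adjusted p = 0.142) and PAX8 (adjusted p = 0.181) were lost, and that of PAX8 also without BLU6864 replicate 1 (adjusted p = 0.355), with lowest values of 5.6e-05 and 3.5e-04. Of 178 human counterparts of a gene signature from zebrafish RET thyroid tumours, 176 had a row and 74 had enough reads to be tested. These moved in both directions, with 12 higher and 24 lower, the same adjusted over the list alone (median -0.10, adjusted p = 0.156). They passed as lower against no change (fry adjusted p = 0.0401, with the other alternatives up to 0.344). HES1 (-3.39 ± 0.14) and DCLK1 (-1.76 ± 0.18) in that signature fell.

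**Figure D3:**
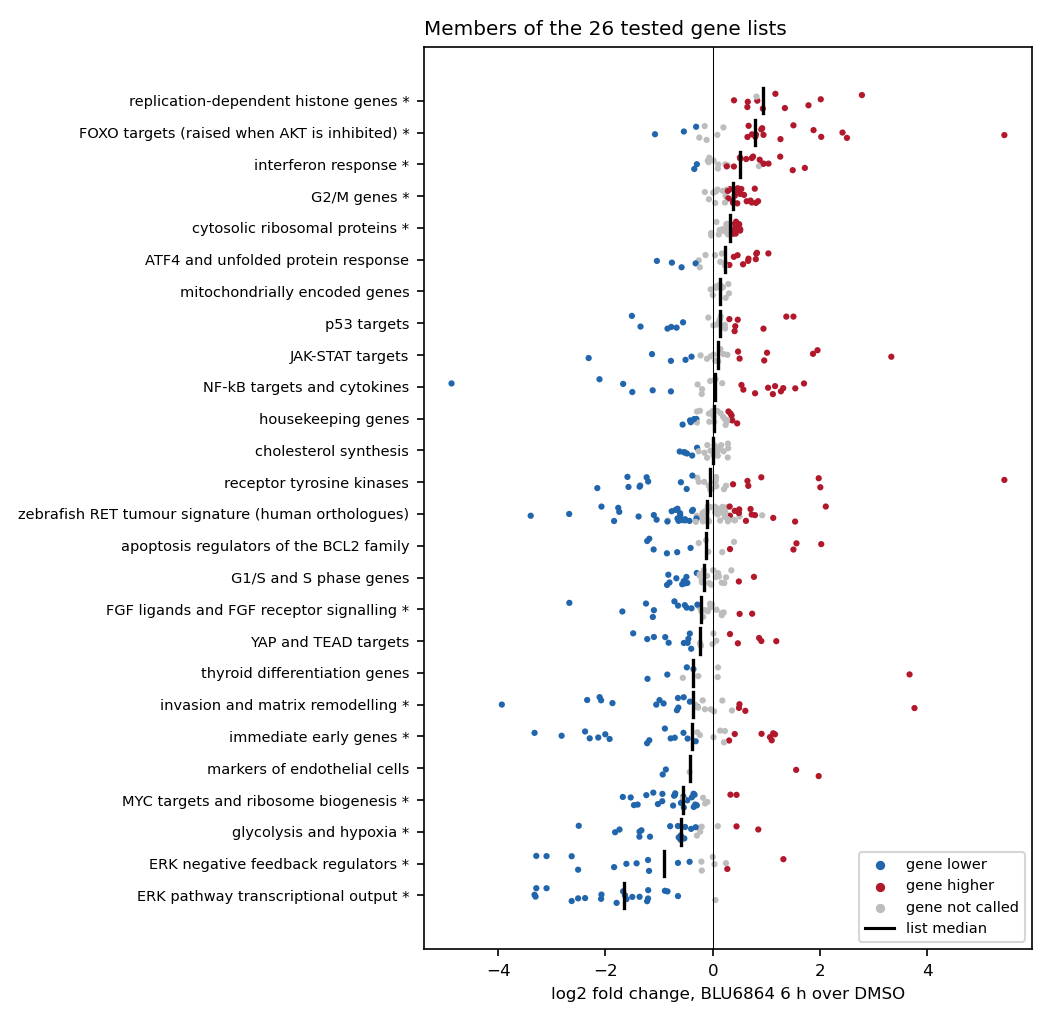
Log2 fold changes of BLU6864 over DMSO (horizontal axis) of the measured members of the 26 lists tested (vertical axis), with a point per gene, red for higher, blue for lower and grey for genes that did not pass, a black bar at each list's median and a star where the camera test with a preset correlation passed. The medians ran from -1.65 in the ERK output list to 0.93 in the histone list, and no starred list passed with an estimated correlation.

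Over all 12696 genes tested, 2574 were higher and 2790 lower with BLU6864 by edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05, or 42.2% of the genes. At least a 2-fold change was seen in 510 of the higher and 601 of the lower genes, and at least a 4-fold change in 132 and 131. Over all tested genes, called or not, both libraries of one group lay beyond both of the other in 70.8%, where chance gives 33.3%. At the thresholds stated in the study's methods, with the p taken as unadjusted, 1584 genes were lower and 1397 were higher in the mirrored count. The authors' deposited table holds 1479 lower and 1187 higher genes at those thresholds. The total of 5364 called genes was 3136 without BLU6864 replicate 1 and 2740 without BLU6864 replicate 2, of which 3094 and 2718 were shared with it in the same direction. Nothing in the labels says that the replicates came from separate cultures, so the p-values measure only the spread between these samples, and the controls' columns carry a time of 24 h rather than 6 h, so the inhibitor and the time in culture cannot be separated.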

Values the study reported

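For the RNA sequencing of TPC1 cells, the study gave a BLU6864 dose of 100 nM. Its set of 399 genes with a transient decrease under the inhibitor also rests on later libraries not analysed here. The zebrafish RET tumour signature it described held 178 genes.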

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

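Tests with GC and length offsets were chosen after the data were seen. The total of 5364 called genes ranged from 2740 to 6932 when a library was left out, the higher genes from 1250 to 3311 and the lower genes from 1490 to 3621, where a lone library is assumed to vary like the other group. These fits rest on fewer samples, and among the calls shared with the full set 0 changed direction. Without a BLU6864 library, the spread came from the DMSO pair alone (biological coefficient of variation 0.101, against 0.0523 with BLU6864). Some log2 fold changes hardly moved there, such as FOSL2 at 0.42 and 0.41 without BLU6864 replicates 1 and 2, against 0.41. Others did, such as EGFR at 0.26 without BLU6864 replicate 2, against 0.38. Under the other alternatives the total ran from 3836 (adjusted p under 0.01) to 7167 (GC and length offsets with the replicate block), and 0 shared calls changed direction. The count of genes lower at the study thresholds stayed within 1.5 times of 1584 in all alternatives, from 1281 to 1799. DESeq2 called 4278 genes, with 3415 adjusted p-values left undefined. With library size only, 45.5% of the calls were lower against 52.0%.

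In the labels, same-numbered libraries share only a number. Their deviations correlated at 0.142 across genes, with only 2 pairs and no label naming a shared batch. Both number 2 libraries held a larger mitochondrial share (2.43% with BLU6864, 2.51% with DMSO) than the number 1 libraries (1.65% and 1.17%). Whether the number marks a batch was not settled. The replicate block gave 5963 calls, 2924 higher and 3039 lower, 1594 genes lower at the study thresholds, and 12 lists.

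Of 12 called lists, 0 passed with an estimated correlation. The estimate lay below the preset 0.01 for the ERK feedback (-0.0231) and G2/M (0.00881) lists, so a larger correlation was not the cause in them, while for the other 10 it was not separated from the few degrees of freedom. Fry's mixed test, which asks for change in either direction, passed 24. Leaving a library out gave 10 to 15 lists. A change of sign was counted as a reversal only where the gene passed with all libraries or in the alternative. Genes that did not pass, such as RET (-0.03 to 0.18 over the alternatives), could therefore change sign without being counted. Named genes were not scored at the adjusted p under 0.01, where calls such as that of DUSP1 (edgeR adjusted p = 0.037) would not stand. Most were chosen for large changes or small p-values in these data, so their stability does not describe all called genes. Of 2138 values of named genes under the other alternatives, 2036 kept their side of the threshold, 87 lost a call, 14 gained one and 1 reversed. That was MT-CO1, at -0.41 without DMSO replicate 1 (adjusted p = 0.0407) against 0.05 with all libraries and 0.71 without DMSO replicate 2 (adjusted p = 6.1e-04), and the cause was not tested. Genes with few reads, such as TERT with means of 8.18 and 10.1, are limited by depth.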

Other observations

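The tests of explanations below were chosen after the patterns were seen, and what each explanation predicts was written before its test was run. The remaining lists did not pass the list test. Of 22 measured ATF4 and unfolded protein response genes, 10 rose and 4 fell, or 12 and 6 adjusted over the list alone (adjusted p = 0.129), with DDIT3 at 1.04 ± 0.15 and SLC7A11 at 0.82 ± 0.12 against TRIB3 at -1.04 ± 0.11. Of 21 p53 targets, 7 rose and 6 fell, the same adjusted over the list alone (adjusted p = 0.615), with GDF15 at 1.37 ± 0.11 and the death receptor gene TNFRSF10B at -1.35 ± 0.12, while its ligand gene TNFSF10 rose. Of 21 YAP and TEAD targets, 5 rose and 10 fell, the same adjusted over the list alone (adjusted p = 0.12, and 0.0261 without DMSO replicate 2, with the other alternatives up to 0.407), with TGFB2 at 1.19 ± 0.14 and F3 at -1.48 ± 0.13. Of 23 cholesterol synthesis genes, 6 fell and 0 rose, the same adjusted over the list alone (adjusted p = 0.569), with a median of 0.01 but a mean of -0.08 and a negative camera direction, and STARD4 fell by 0.62 on the log2 scale. Of 25 housekeeping genes, 5 rose and 5 fell, the same adjusted over the list alone (adjusted p = 0.763), with a positive median, mean and camera direction and a negative fry direction. ACTB stood at -0.56 ± 0.15, a call lost without BLU6864 replicate 1 (adjusted p = 0.0777) and without BLU6864 replicate 2 (adjusted p = 0.0667), against 5.6e-06 at the lowest.

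Markers of other cell types mostly had too few reads to be tested, although nearly all had a row in the deposited counts. Of 10 endothelial markers 5 were tested, with 2 higher and 2 lower, the same adjusted over the list alone (adjusted p = 0.905), and the median (-0.43) and fry's direction were negative while the mean (0.26) and camera's direction were positive. KDR (1.98 ± 0.16) and ROBO4 (-0.93 ± 0.13) were among them. The other calls, VWF (1.56 ± 0.57) and ERG (-0.87 ± 0.33), held in 7 and 6 of 12 alternatives. Both were lost with DESeq2 (adjusted p = 0.204 and 0.199). The blood, fibroblast and thyroid C cell lists had 2, 3 and 2 tested members, too few for a list test. In them CD14 rose (1.28 ± 0.31), as did COL1A1 (0.53 ± 0.15) and PDGFRB (0.66 ± 0.14), and CHGB had 5 reads with BLU6864 and 38 with DMSO. CD14 lost its call without BLU6864 replicate 1 (adjusted p = 0.064, 3.6e-04 at the lowest), and COL1A1 without BLU6864 replicate 1 (adjusted p = 0.0773) and without BLU6864 replicate 2 (adjusted p = 0.0574), against 0.00177 at the lowest. CCDC6 had mean normalized counts of 64.7 with BLU6864 and 62.9 with DMSO, against 1422 and 1382 for RET.

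The large number of calls was set against technical explanations. After each library's trend with GC content and length was removed, 93.3% of the 5252 called genes with both values stayed called in the same direction, which argues against such a trend as the whole cause. Log2 fold changes did correlate with transcript length across genes (Spearman rho -0.186). Control libraries collected at another time stay open, because 0 DMSO libraries carry a 6 h label and the time in culture and BLU6864 cannot be told apart here.

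Neighbouring genes changed together, a pattern that is a hypothesis on these data. The Spearman correlation of log2 fold changes over 12660 adjacent pairs of tested genes was 0.163, above the highest of 1000 permuted orders (0.0286). Without overlapping pairs, pairs under 5 kb apart and pairs with the same symbol root it was 0.146 over 7936 pairs, above a highest permuted value of 0.0396, which argues against shared reads as the whole cause. After trends with GC content, length and mean expression were removed it was 0.157 (highest permuted value 0.0254), which argues against those trends. Shared regulation of chromosomal neighbourhoods was not tested.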
